A study of Rattus norvegicus and Homo sapiens with 96 samples. Its data were reported in "Distinct Stress‐Dependent Signatures of Cellular and Extracellular tRNA‐Derived Small RNAs" (2022).

How the data were processed

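The series held 96 small RNA libraries in 32 groups of 3. HEK293 (HEK, a human embryonic kidney line), BeWo (a human choriocarcinoma line), neonatal rat cardiac fibroblasts (CF) and neonatal rat ventricular cardiomyocytes (CM) were each kept under a control condition (Ctrl) and 3 stressors. RNA came from the cells and from the extracellular fraction of the medium (Exs). GSD was medium without glucose and serum for 24 h in the human lines and 5 h in the rat cells. Hypoxia (human lines) was 0.2% oxygen in complete medium for 24 h, and OGSD (rat cells) was 0.2% oxygen in medium without glucose and serum for 5 h. H2O2 was given to the human lines in complete medium for 24 h, at 0.7 mM in HEK and 1.7 mM in BeWo. ReO2 (rat cells) was OGSD for 5 h followed by 24 h in complete medium at normal oxygen. Glucose and serum were therefore absent together, in GSD and OGSD only. By the methods of the study, the base medium of BeWo in GSD also differed from its culture medium. Doses and oxygen levels are those of the labels, and the methods of the study differ from them for the HEK dose and for the oxygen of the human lines. Neither the labels nor the methods gave how long the medium of Ctrl was on the cells. In the rat cells the same Ctrl served GSD and OGSD of 5 h and the 24 h in complete medium of ReO2. Time in the medium may therefore differ from Ctrl there, and this was not tested. Groups came from the sample labels and 0 columns were left out.

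The submitters treated RNA with a kinase and with the demethylase AlkB before library construction (ARM-seq), so that fragments with modified bases or end groups could be sequenced. Per the processing notes of the submitters, reads were trimmed and merged, aligned with Bowtie2 2.3.5.1 to tRNA databases of hg38 and rn6, counted for other small RNAs by Ensembl annotation, and named by tDRnamer. The deposited values are a signal per feature: read counts that the authors divided by 1 size factor per library with DESeq2 1.30.1. In each library 100.0% of the values were whole multiples of 1 step within 0.05 reads, so the reads could be recovered. In 7 libraries the step lay near 1 or few small values were present, so the step is less certain there, as are the count tests that use these reads. The tables listed 3769 human features, of which 2057 were tRNA-derived small RNAs (tDRs) and 240 were miRNAs, and 5473 rat features, of which 4818 were tDRs and 131 were miRNAs. A tDR value was either 0 or at least 12 reads, and 81.0% of human and 80.2% of rat tDR values were 0. The smallest listed number of reads also differed between tRNAs of a library. A tDR at 0 is therefore given as listed at 0, without a fold change. For other RNAs at 0 a floor of 3 reads per library gave a lower bound on the fold change. Totals per library are of the listed features, which count multi-copy RNAs several times, and are not sequencing depth.

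A tDR name gives the first and last position on the tRNA, the amino acid, the anticodon and the isodecoder. L and T mark positions in the leader and trailer of the unprocessed transcript, and M with a number marks a sequence shared by that many isodecoders. Positions 74 to 76 are the CCA tail. The 5′ class started at positions 1 to 3 and ended before 60, and the 3′ class started after 15 and ended at 72 to 76. Names with leader or trailer positions formed the pre-tRNA class, which also took tRNA-His fragments with the added 5′ base. The remaining fragments were called other, and 0 tDRs spanned a whole tRNA.

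Each of the 8 sets of 12 libraries (cell type by compartment) was fitted with limma 3.58.1 in R 4.3.3 on log2(value + 1), with trend and robust moderation, for features with a mean of at least 10. Each stressor was compared with Ctrl, in 24 two-sided comparisons, and Benjamini-Hochberg (BH) adjusted p under 0.05 over all features of a comparison counted as changed. The study used a count test. Limma was set as the main test because the tables hold normalized values, and edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0 were run on the recovered reads as alternatives. Exs and cells were compared per cell type in 24 libraries. Interaction contrasts tested whether responses differed. Shares of reads were compared between Exs and cells by two-sided permutation within treatments with 100000 resamples. Stressor and Ctrl shares were compared by exact permutation of 3 against 3 libraries, which cannot go below 0.1. Separation of the 4 treatments was measured as R2 (PERMANOVA on 1 minus Spearman correlation) over all 15400 splits of the 12 libraries. Sums per anticodon and fragment class were tested with limma in the same way. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for shares and plots.

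Lists of at least 3 tested members were tested with camera (preset correlation 0.01) and with an estimated correlation, and with fry, adjusted over the lists of a comparison. The lists were each amino acid isotype, each fragment class, SNORD, SNORA and SCARNA RNAs, snRNA, Y RNA, vault RNA, 7SL, 7SK, rRNA, all miRNA, let-7, miR-17 to 92 with paralogs, the placental chromosome 19 cluster, the miR-371 and miR-302 families, Dlk1-Dio3, cardiac and muscle miRNA, fibroblast miRNA, MIR126, MIR210 and MIR34. Lists of mitochondrial tRNA, mitochondrial rRNA and blood RNAs had 0 members in the tables.

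Named features followed a rule. Per comparison they were the 2 tDRs and the 1 other RNA with the largest rise and fall, among changed features with no overlap between groups and a mean of at least 50 in the higher group. The 3 tDRs called in both cell types with the largest smaller change, and for Exs against cells 3 tDRs and 2 other RNAs per direction, were added. MIR210, MIR34A, muscle miRNAs and the 5′ fragments of Glu-CTC, Glu-TTC, Gly-GCC, Gly-CCC and Asp-GTC summed by anticodon were named whatever they showed. A Y-linked pseudogene chosen by the rule was left out. Tests, lists, classes, this rule and most alternatives were set before the data were examined. Human positions are from GENCODE 44 (GRCh38). A rat annotation of the build used was not at hand, so rat RNAs carry only their table names.

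The alternatives were a pseudocount of 5, no filter or a mean of at least 50, scaling to one total, TMM or equal summed miRNA, edgeR, DESeq2, the replicate number as a block, fits of 6 libraries, a minimum absolute log2 change of 1, leaving out each library, and others named with their results. A common floor for tDRs and leaving out libraries that stood apart, by 1.5 times in total reads or in tDRs listed, were added after the data had been seen, as were the block and one-total fits of the interactions. The fits were tested on simulated data with known changes. For 4-fold changes limma recovered 61.2% in HEK cells, 62.7% in HEK Exs, 40.3% in BeWo cells, 68.7% in BeWo Exs, 41.8% in CF cells, 55.2% in CF Exs, 28.4% in CM cells and 1.5% in CM Exs. In CM Exs 8-fold changes were recovered in 6.1%, so most simulated changes of these sizes there were missed. The simulated spread came from all 12 libraries of a set, in CM Exs also from OGSD 3, which stood apart. Between 2 and 9 unchanged features were called per simulation.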

Results

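The data were levels of tRNA-derived small RNAs (tDRs), miRNAs and other small RNAs in 96 libraries from 4 cell types, in cells and in the extracellular fraction of their medium (Exs), under Ctrl and 3 stressors, with 3 libraries in each of 32 groups. Unless n is given, values are the mean ± SD of the normalised read count, with n = 3. The listed features held 19930191 to 44623043 reads per library in HEK cells, 6981823 to 31834632 in HEK Exs, 18234354 to 36483423 in BeWo cells, 10715771 to 19549966 in BeWo Exs, 8061170 to 28942392 in CF cells, 5144825 to 6724368 in CF Exs, 9104458 to 35472557 in CM cells and 4590849 to 8816673 in CM Exs. Between 331 and 1026 tDRs per library were listed in HEK cells, 38 and 445 in HEK Exs, 85 and 935 in BeWo cells, 162 and 415 in BeWo Exs, 328 and 946 in CF cells, 294 and 1256 in CF Exs, 1437 and 2635 in CM cells, and 192 and 1479 in CM Exs. The study called the replicates independent and biological, but neither it nor the labels said whether they were separate cultures or animals, so p-values measure only the spread between these libraries. Floors at 3 reads cover counting error only.

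The first comparison asked how tRNA fragments outside the cell differ from those within. The tRNA share of listed reads, which is the share held by tDRs, was higher in Exs than in cells in 3 cell types as a mean over the 4 treatments. It was 1.87% ± 1.304 against 0.737% ± 0.294 in HEK (SD, n = 12 each; permutation p 0.0038), 1.75% ± 1.10 against 0.527% ± 0.465 in BeWo (permutation p 2e-05) and 19.98% ± 17.95 against 3.33% ± 1.29 in CF (permutation p 2e-05). In CM it was 18.1% ± 14.98 against 13.3% ± 7.22 (permutation p 0.24). The share moved with the stressor. In HEK of H2O2 it was lower in Exs (0.068% against 0.420% in cells). In CM it was lower in Exs than in cells in Ctrl and GSD and higher in OGSD and ReO2. The directions in Ctrl and OGSD each rested on 1 library. Without Ctrl 1 of the cells the Ctrl mean was 13.3% in cells against 16.3% in Exs. Without OGSD 3 of the Exs the OGSD mean was 7.80% in Exs against 9.21% in cells. In Exs of GSD it was 1.35% ± 0.137 against 2.94% ± 0.110 in Ctrl for HEK, 0.784% ± 0.078 against 2.60% ± 0.221 for BeWo, 6.36% ± 0.488 against 19.6% ± 0.786 for CF, and 4.02% ± 0.686 against 16.3% ± 0.282 for CM. In OGSD it was 5.90% ± 0.342 in CF Exs and 10.7% ± 5.33 in CM Exs (exact p 0.4 in CM). In ReO2 it was 48.1% ± 3.44 in CF Exs and 41.4% ± 3.16 in CM Exs. In H2O2 it was 0.068% ± 0.008 in HEK Exs and 0.635% ± 0.086 in BeWo Exs. Hypoxia gave 3.11% ± 0.069 in HEK Exs (exact p 0.2) and 2.97% ± 0.098 in BeWo Exs. For the other Exs groups the exact p was 0.1, the smallest that 3 against 3 libraries can give. In HEK cells the share was 0.705% ± 0.229 in Ctrl, 1.14% ± 0.127 in GSD and 0.420% ± 0.021 in H2O2 (exact p 0.1 each), and in CM cells it was 20.5% ± 12.8 in Ctrl, or 13.3% without Ctrl 1, and between 9.21% and 12.7% under the stressors.

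**Figure D1:**
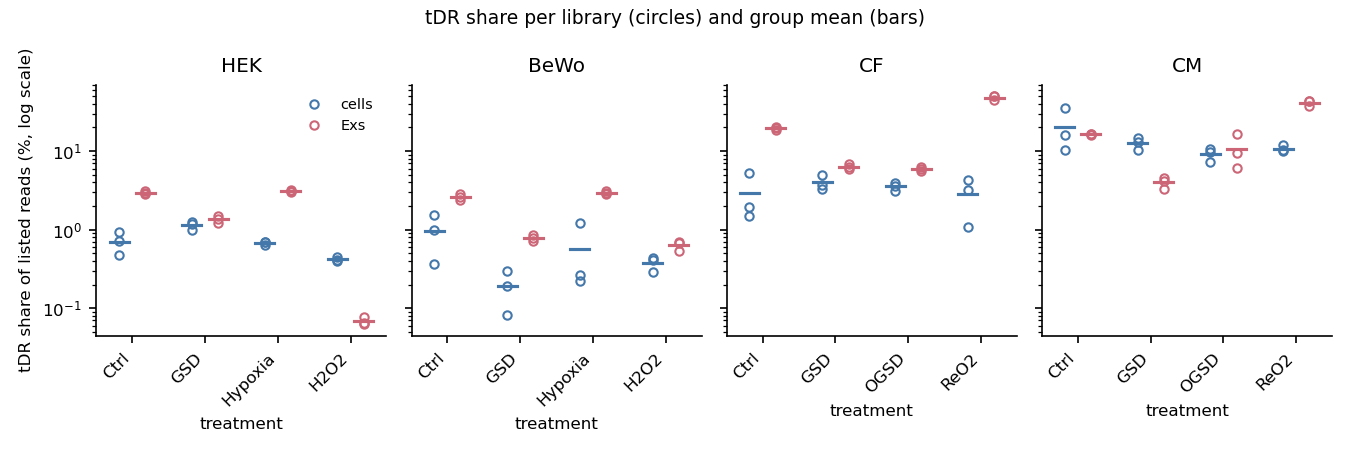
Share of listed reads (%, log axis) that were tDRs in each library (circles), by cell type, treatment and compartment, with the mean of each group as a bar. CF and CM Exs reached 48.1% and 41.4% in ReO2 and had 6.36% and 4.02% in GSD.

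5′ fragments made up most tDR reads in Exs and 3′ fragments most in cells. The 5′ share of tDR reads was 69.9% ± 11.2 in HEK Exs against 8.45% ± 1.79 in HEK cells, 62.9% ± 8.48 against 16.998% ± 14.5 in BeWo, 72.6% ± 4.28 against 17.96% ± 4.51 in CF, and 70.1% ± 14.9 against 5.30% ± 2.04 in CM (n = 12 each). The 3′ share was 24.8% ± 8.28 against 77.2% ± 2.63 in HEK, 23.3% ± 4.35 against 68.6% ± 12.99 in BeWo, 25.2% ± 4.69 against 65.99% ± 3.98 in CF, and 26.7% ± 12.3 against 71.3% ± 5.73 in CM. All 8 differences had a permutation p of 1e-05, the smallest that the resamples can give. Other fragments were lower in Exs in HEK, CF and CM (permutation p 1e-05) and were 11.9% ± 5.25 against 12.6% ± 2.69 in BeWo (permutation p 0.53), but as a mean of shares per isodecoder they were higher in Exs in HEK by 4.13 percentage points (permutation p 0.021) and in BeWo by 18.6. Pre-tRNA fragments were 2.06% ± 1.17 against 3.97% ± 2.58 in HEK (permutation p 0.013; 0.05 within replicate numbers), 1.90% against 1.85% in BeWo (permutation p 0.93), 0.948% against 0.339% in CF (permutation p 4e-05) and 0.674% against 0.273% in CM (permutation p 0.0023), and as a mean of shares per isodecoder the differences in BeWo, CF and CM were −6.47, −1.90 and −1.01. In CM Exs the 5′ share was 85.8% ± 0.948 in ReO2 against 73.4% ± 1.19 in Ctrl. In HEK Exs it was 53.5% ± 0.528 in GSD and 83.1% ± 2.05 in H2O2 against 70.5% in Ctrl, and in BeWo Exs it was 75.4% ± 1.09 in GSD and 53.3% ± 1.38 in Hypoxia against 61.2% ± 2.81 in Ctrl (exact p 0.1 each). The H2O2 value rests on few tDRs, as HEK Exs of H2O2 listed only 38 to 44 per library.

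**Figure D2:**
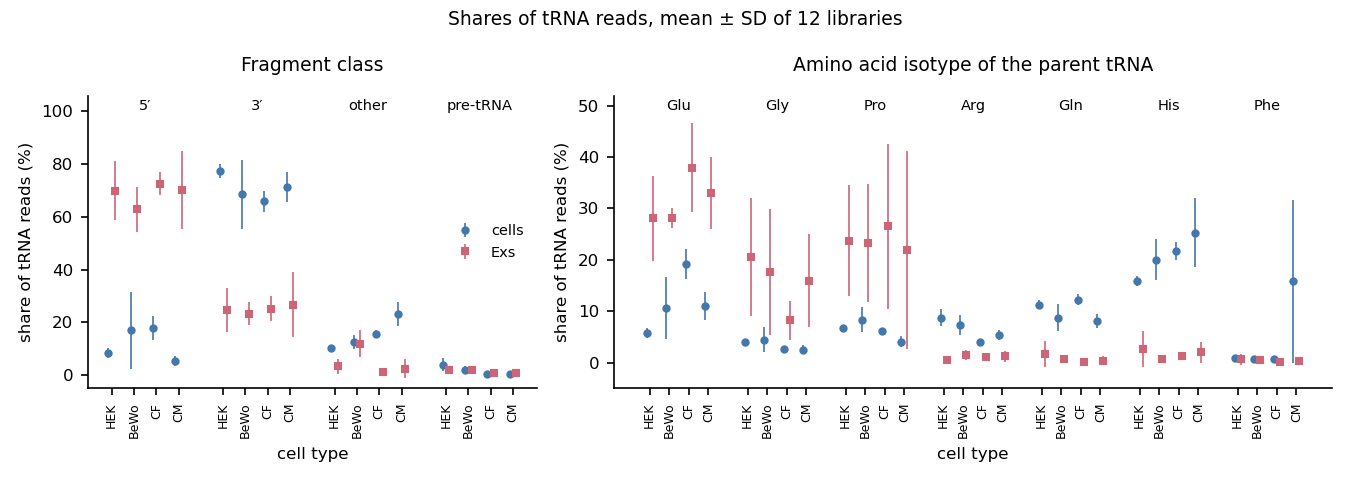
Share of tDR reads (%) by fragment class (left) and by amino acid isotype (right) in cells and Exs of each cell type, mean ± SD of 12 libraries. The 5′ share averaged 69.9%, 62.9%, 72.6% and 70.1% in Exs and 8.45%, 16.998%, 17.96% and 5.30% in cells of HEK, BeWo, CF and CM.

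Fragments of tRNA-Glu, Gly and Pro held larger shares of tDR reads in Exs than in cells, and those of tRNA-His, Gln and Arg smaller ones, in all 4 cell types. Glu was 28.1% ± 8.25 against 5.70% ± 1.00 in HEK, 28.2% ± 1.99 against 10.6% ± 6.11 in BeWo, 38.0% ± 8.62 against 19.2% ± 2.96 in CF and 33.1% ± 6.97 against 10.97% ± 2.77 in CM (n = 12 each). Pro was 23.7% ± 10.8 against 6.79% ± 0.548, 23.4% ± 11.5 against 8.35% ± 2.41, 26.6% ± 16.05 against 6.08% ± 0.558 and 22.0% ± 19.3 against 4.09% ± 1.04 in the same order. Gly was 20.6% ± 11.6 against 4.08% ± 0.577, 17.6% ± 12.2 against 4.48% ± 2.46, 8.20% ± 3.88 against 2.73% ± 0.293 and 15.9% ± 9.04 against 2.502% ± 0.877. His was 2.65% ± 3.52 against 15.9% ± 1.01, 0.689% ± 0.422 against 20.02% ± 4.02, 1.35% ± 0.466 against 21.7% ± 1.69 and 1.97% ± 1.97 against 25.3% ± 6.67. Gln was 1.65% ± 2.59 against 11.2% ± 0.889, 0.665% ± 0.190 against 8.74% ± 2.67, 0.024% ± 0.016 against 12.3% ± 1.10 and 0.312% ± 0.875 against 8.01% ± 1.36. Arg was 0.576% ± 0.397 against 8.77% ± 1.64, 1.48% ± 0.947 against 7.29% ± 1.96, 1.12% ± 0.408 against 4.08% ± 0.519 and 1.23% ± 1.05 against 5.32% ± 0.986. Adjusted permutation p was at most 0.00059 for these isotypes. Phe was 15.8% ± 15.8 in CM cells and 0.377% ± 0.202 in CM Exs, and the BeWo shares of 0.513% and 0.728% did not differ past the threshold (adjusted permutation p 0.21). With 5′ fragments left out, the differences for Gly turned to −3.03 in HEK and −0.974 in BeWo and were 0.066 in CF and −0.122 in CM (adjusted permutation p 0.45 in each), and the Pro share was lower in Exs in all 4 cell types, with differences of −2.75, −4.97, −4.33 and −1.996 percentage points.

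Single RNAs were then compared between Exs and cells with limma and BH adjustment. In HEK 1370 of 1528 tDRs differed (536 higher and 834 lower in Exs), in BeWo 839 of 1217 (452 and 387), in CF 1801 of 2008 (1210 and 591) and in CM 2899 of 4029 (1042 and 1857). The split in BeWo turned to 457 higher and 587 lower with libraries scaled to one total, and to 387 and 670 in Ctrl libraries alone. Nearly all tested miRNAs were lower in Exs: 115 of 119 in HEK, 118 of 124 in BeWo, 50 of 50 in CF and 101 of 102 in CM. The median log2 difference over all features was −1.93, −1.74, 2.01 and −1.56, and calls are relative to the size factors of the authors. tDR-42:74-Ser-GCT-4-M2 was at 28530 ± 30160 in HEK Exs and 18190 ± 16270 in BeWo Exs (n = 12 each) and listed at 0 in the cells. tDR-34:74-Ser-GCT-3 was at 30530 ± 29340 in CF Exs and 26330 ± 34060 in CM Exs, and tDR-1:33-Ser-GCT-1-M3 at 21820 and 31960. tDR-22:76-His-GTG-1 went the other way, with 3029 in HEK cells and 2463 in BeWo cells and 0 listed in Exs, 2372 in CF cells against 29.7 in Exs, and 16340 in CM cells against 37.7. tDR-13:76-His-GTG-1 was at 35930 ± 15430 in CM cells against 77.2 ± 223.2 in Exs. The 5S pseudogene RNA5SP71 was 103-fold higher in HEK Exs (385700 ± 229000 against 3756 ± 1739) and 46.3-fold higher in BeWo Exs. RNA5SP351 (GRCh38 chromosome 11, 111928400 to 111928508) was also higher, at 4269 ± 3267 against 31.8 ± 13.1 and 2914 ± 1372 against 75.1 ± 73.5. The small nucleolar RNA SNORD101 (chromosome 6, 132815307 to 132815379) was 2749-fold lower in HEK Exs and 2922-fold lower in BeWo Exs, and SNORD49A 4090-fold lower in HEK and SNORD43 1132-fold lower in BeWo. Snord123 was 696-fold and Snord65 258-fold lower in CF Exs, Gm25091 was at 82.8 ± 181 in CM Exs against 17030 ± 5851 in the cells, and AABR07015042.1 was 79.3-fold higher in CF Exs and 57.5-fold higher in CM Exs.

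The last base of the 3′ fragments in Exs changed with the medium. These end positions were looked at after values had been seen. In control Exs most 3′ reads ended at position 74, with 91.0% ± 0.53 in HEK, 70.4% ± 1.88 in BeWo, 66.5% ± 1.62 in CF and 67.7% ± 3.19 in CM, and 1.39% ± 0.14, 0.92% ± 0.07, 2.59% ± 0.13 and 6.06% ± 2.10 ended at position 75. In GSD the reads ending at 75 were 65.8% ± 0.80 in HEK, 37.7% ± 1.84 in BeWo, 66.0% ± 0.58 in CF and 66.7% ± 2.39 in CM. In OGSD they were 69.4% ± 0.81 in CF and 42.5% ± 12.8 in CM, and in ReO2 1.28% and 2.01%. Hypoxia and H2O2 left 0.95% and 0.0% at 75 in HEK, where the H2O2 libraries listed only 38 to 44 tDRs. Each GSD and OGSD group differed from Ctrl with an exact p of 0.1. All 18 Exs libraries from medium without glucose and serum had 31 to 70.1% of 3′ reads ending at 75, and the 30 other Exs libraries had 0 to 8.3%. The same held within parent tRNAs. The median change of the reads ending at 75 between GSD and Ctrl was 79.7 percentage points over 32 isodecoders in HEK, 45.5 over 21 in BeWo, 78.1 over 33 in CF and 80.5 over 26 in CM. In cells 76 was the usual last position, with 78.5% of 3′ reads in CM cells of OGSD.

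The ends of 5′ fragments were compared in the same libraries. Reads of 5′ fragments ending at 36 were 0.56% in Ctrl and 19.8% ± 1.21 in GSD in HEK Exs, 0.94% and 14.8% ± 0.39 in BeWo Exs, 0.85% and 26.5% ± 1.83 in CF Exs, and 1.00% and 31.5% ± 2.17 in CM Exs. OGSD gave 25.3% in CF Exs and 27.4% in CM Exs. Position 33 was the commonest end in HEK Exs of Ctrl, with 57.8%, and in HEK Exs of Hypoxia 40.6% ended at 32.

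**Figure D3:**
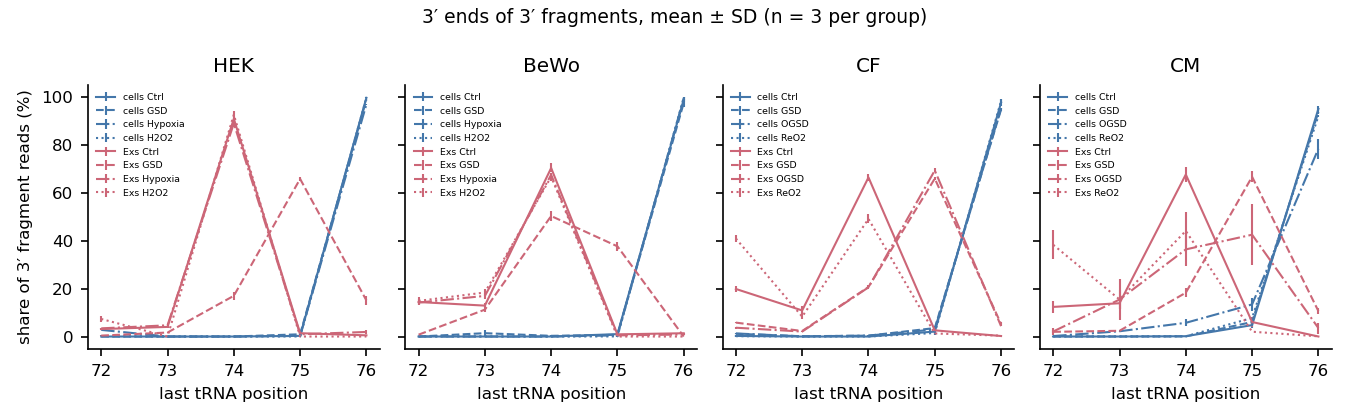
Share (%) of 3′ fragment reads by last tRNA position, 72 to 76, for each treatment in cells and Exs, mean ± SD with n = 3. The 18 Exs libraries of GSD and OGSD had 31 to 70.1% at 75 and the 30 other Exs libraries 0 to 8.3%.

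Other RNAs of Exs moved with the medium too, and these were also chosen after values had been seen. Y_RNA in CF Exs was at 677500 ± 37190 in Ctrl, 17650 ± 1612 in GSD, 17870 ± 1653 in OGSD and 931900 ± 223100 in ReO2. In CM Exs it was at 199900 ± 25950, 16670 ± 2457, 44930 ± 12570 and 238400 ± 70910. 7SK was at 4136 ± 1073 in CF Exs of Ctrl, 40200 ± 3018 in GSD, 39770 in OGSD and 4735 in ReO2, and at 6347 ± 298, 56530 ± 21030, 49070 and 5814 in CM Exs. In HEK Exs RN7SK was 24.0-fold higher in GSD (13070 ± 701 against 543.5 ± 143.9), and in BeWo Exs 5.80-fold higher (2825 ± 115 against 486.8 ± 5.42). The summed Y RNAs in HEK Exs were at 51540 ± 9838 in Ctrl, 15100 ± 536 in GSD and 145400 ± 8448 in Hypoxia, and they were 2.98-fold lower in GSD in BeWo Exs (exact p 0.1 for each GSD group). All these values use the size factors of the authors. With libraries scaled to one total the median log2 change of RNAs other than tDRs rose from 0.24 to 1.68 in HEK Exs of GSD. The fall of the summed Y RNAs there would be smaller with that scaling.

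The tDR profiles were compared between the treatments. R2 over the 4 treatments was 0.823 in HEK cells, 0.982 in HEK Exs, 0.589 in BeWo cells, 0.985 in BeWo Exs, 0.580 in CF cells, 0.987 in CF Exs, 0.785 in CM cells and 0.924 in CM Exs, with permutation p between 6.5e-05, the smallest possible, and 0.0084. In CF Exs the permutation p was 0.00019, so other splits reached the same R2. The changes in GSD and OGSD there had a Spearman correlation of 0.985. A high R2 thus does not show that each pair of treatments separates. In CF cells the separation did not hold with Euclidean distance (R2 0.366, permutation p 0.14) or matched features (R2 0.481, permutation p 0.05). For miRNA R2 was 0.896 and 0.848 in HEK and BeWo cells, 0.567 in CF cells (permutation p 0.022) and 0.421 in CM cells (permutation p 0.083). In Exs the miRNA R2 was 0.969 in HEK over 13 miRNAs, 0.967 in BeWo, 0.978 in CF over 8 miRNAs (permutation p 0.0028) and 0.698 in CM (permutation p 0.00026). The rat values rest on few reads. All miRNAs together had 97 reads in CF Exs Ctrl 2 and 64 in CM Exs Ctrl 3, but 4957 in CM Exs OGSD 3. In CF Exs they held 0.002% of listed reads in Ctrl and ReO2 and 0.003% in GSD and OGSD. With so few reads these R2 values cannot show whether miRNAs of rat Exs separate the treatments as well as tDRs do.

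Each stressor was compared with Ctrl to ask how stress alters tDRs inside and outside cells. Counts are tDRs changed in limma after BH adjustment. Of 1027 tested in HEK cells, 458 changed in GSD (25 of them fell), 81 in Hypoxia (17 rose and 64 fell) and 384 in H2O2 (4 and 380). Of 761 in HEK Exs, 488 changed in GSD (125 rose), 461 in Hypoxia (291 rose and 170 fell) and 406 in H2O2, all of which fell, as did all those called there by edgeR and the 421 by DESeq2. Of 868 in BeWo cells, 24.7% changed in GSD (6 rose), 27 in Hypoxia (3 and 24) and 16.7% in H2O2 (1 rose). Of 570 in BeWo Exs, 423 changed in GSD (89 and 334), 73 in Hypoxia (45 and 28) and 322 in H2O2 (9 and 313). Of 795 in CF cells, 56 changed in GSD (55 and 1) and 54 in OGSD (52 and 2). Of 1500 in CF Exs, 754 changed in GSD (125 and 629), 766 in OGSD (131 and 635) and 994 in ReO2 (979 and 15). Of 2692 in CM cells, 11 changed in GSD (4 and 7), 261 in OGSD (171 and 90) and 8 in ReO2 (1 and 7). Of 2529 in CM Exs, 649 changed in GSD (64 and 585), 870 in OGSD (311 and 559) and 553 in ReO2 (482 and 71). In CF cells of ReO2 limma called 0, with 11 at an unadjusted p under 0.05, edgeR called 0 and DESeq2 32 (3 and 29). Another scaling moved the split in HEK cells of GSD (173 rose and 41 fell with equal summed miRNA), BeWo Exs of Hypoxia (16 and 33 with equal summed miRNA), CF Exs of ReO2 (771 and 129 with TMM) and CM cells of OGSD (176 and 149 with libraries scaled to one total). With DESeq2 it was 230 and 322 in CM cells of OGSD and 59 and 50 in CF cells of OGSD, and without Ctrl 3 it was 172 and 555 in CM cells of OGSD.

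**Figure D4:**
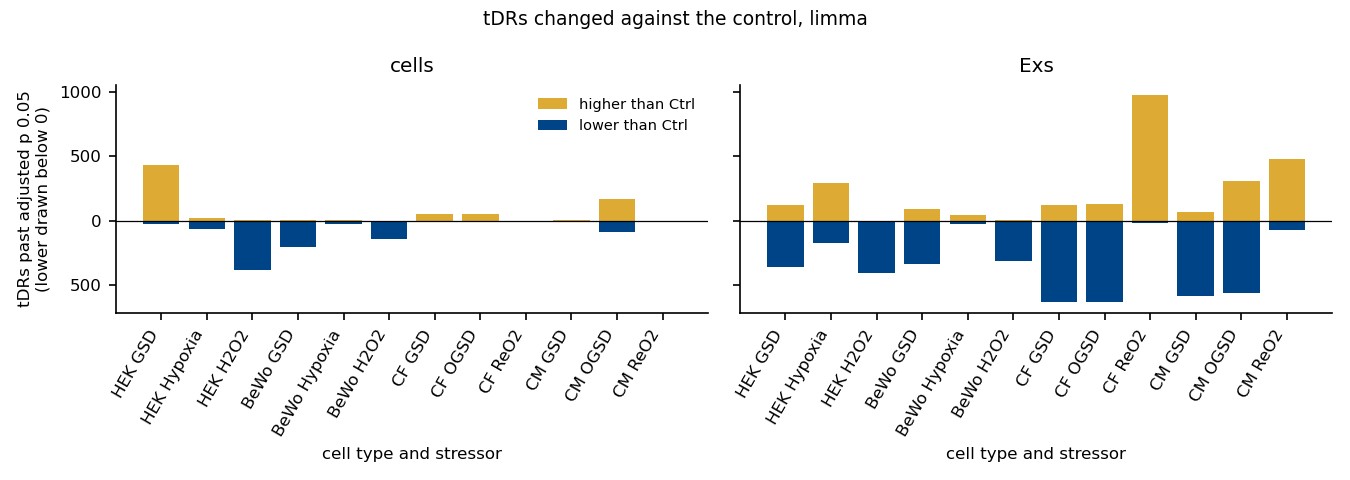
Number of tDRs that were higher (above 0) and lower (below 0) against Ctrl in limma at BH adjusted p under 0.05, by set and stressor. Under GSD 334, 629 and 585 tDRs fell in Exs of BeWo, CF and CM.

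Other RNAs changed in the same comparisons. In HEK cells 93 of 148 tested miRNAs rose and 6 fell in GSD, 11 rose and 1 fell in Hypoxia, and 1 rose and 29 fell in H2O2, and in BeWo cells the numbers of 147 were 5 and 97, 0 and 1, and 6 and 73. These splits rest on the scaling. In HEK cells 22 rose and 10 fell in GSD with TMM, and 13 and 3 in H2O2 with libraries scaled to one total. In BeWo cells the numbers were 17 and 7 in GSD with equal summed miRNA, and 14 and 10 in H2O2 with one total. In CF cells 3 of 62 miRNAs rose in GSD and 5 in OGSD, and 0 in each with one total. In CM cells limma called 0 of 120 miRNAs under each stressor, with 2, 0 and 8 at an unadjusted p under 0.05 in GSD, OGSD and ReO2, edgeR called 0 in each and DESeq2 2 in GSD, which fell. Only 13 miRNAs could be tested in HEK and BeWo Exs, 8 in CF Exs and 25 in CM Exs. Of 973 other RNAs, 364 rose and 46 fell in HEK cells of GSD, and 146 and 351 in BeWo cells of GSD. Both splits turned with TMM, to 132 and 297 in HEK and 236 and 35 in BeWo, so no direction is given for these RNAs. Of 332 in CF Exs 156 rose and 78 fell in GSD, and of 349 in CM Exs 125 and 39. In CF Exs the split was 61 and 73 among features with a mean of at least 50.

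Some numbers rested on single libraries, here as the percent of tested tDRs that changed. In HEK cells of GSD 44.6% changed, and 29.02% without Ctrl 1, 23.3% without GSD 1 and 20.06% without GSD 3. Hypoxia there changed 7.89%, and 18.8% without Ctrl 1. H2O2 changed 37.4%, and 56.6% without Ctrl 1, 18.9% without Ctrl 2, 19.9% without Ctrl 3, 20.7% without H2O2 2 and 21.4% without H2O2 3. In BeWo cells GSD changed 24.7%, and 13.1% without Ctrl 1, 12.4% without Ctrl 2, 70.97% without Ctrl 3, 14.9% without GSD 2 and 15.8% without GSD 3. Hypoxia changed 3.11% there, and 6.45% without Ctrl 3 and 9.33% without Hypoxia 3, and H2O2 16.7%, and 57.6% without Ctrl 3. With Ctrl 3, GSD 2 and Hypoxia 3 all left out, a choice made after these values were seen, 75.5%, 67.4% and 71.3% changed in BeWo cells of GSD, Hypoxia and H2O2. In BeWo Exs Hypoxia changed 12.8%, and 8.07% without Ctrl 2 and 7.54% without Hypoxia 2. In CF cells GSD changed 7.04% and OGSD 6.79%, and without Ctrl 3 they changed 20.3% and 14.7%. ReO2 changed 0.126% in CF cells without Ctrl 1 or without Ctrl 3 and 0.252% without ReO2 2. In CM cells GSD changed 0.409%, and 2.08% without Ctrl 3 and 0.632% without GSD 1, OGSD 9.70%, and 27.01% without Ctrl 3, and ReO2 0.297%, and 3.01% without Ctrl 3. The median log2 change of all features was 0.72 in HEK cells of GSD (0.18 with TMM), −0.42 in H2O2, −0.87 in BeWo cells of GSD, −0.28 in Hypoxia, −1.22 in H2O2, 0.59 in CF cells of GSD, 0.41 in OGSD, −0.11 in CM cells of GSD, −0.64 in OGSD, −0.45 in ReO2, 0.55 in CM Exs of OGSD, and 1.71 in CF Exs of ReO2 (0.87 with TMM). In HEK Exs it was −0.33 in GSD, 0.17 in Hypoxia and −0.27 in H2O2, and in BeWo Exs −0.37 in GSD and −0.42 in H2O2. Rises and falls are relative to these shifts.

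In HEK cells GSD raised tDR-32:54-Phe-GAA-1-M4 to 222 ± 25.8 from a level listed at 0 (limma BH adjusted p 9.1e-07), and tDR-49:76-Ala-AGC-4 to 219 ± 39.5. It lowered tDR-1:25-Glu-CTC-1-M2 from 210 ± 81.2 to a level listed at 0. The small nucleolar RNA SNORD42A (chromosome 17, 28723429 to 28723492) rose 3.18-fold, from 351 ± 18.2 to 1114 ± 48.3. With the size factors of the authors 132 of 139 SNORD, 91 of 111 SNORA and 17 of 18 SCARNA RNAs were called higher, but their median log2 changes of 0.89, 0.76 and 0.75 were near that of all features (0.72, or 0.18 with TMM) and none of these lists held with an estimated correlation, so no direction is given for them. In BeWo cells tDR-1:36-Glu-TTC-2 reached 146 ± 29.4 and tDR-35:73-Leu-CAG-2 147, both listed at 0 in Ctrl, and tDR-50:76-Arg-ACG-2 fell from 579 ± 460 to a level listed at 0. SCARNA7 (chromosome 3, 160514907 to 160515236) rose 5.63-fold to 56.1 ± 4.64, and SNORD86 (chromosome 20, 2656097 to 2656182) fell 6.90-fold to 12.7 ± 1.42. tDR-1:32-Glu-TTC-2 fell in both lines, from 93.2 ± 26.1 in HEK and 168 ± 34.9 in BeWo to levels listed at 0. In CF cells tDR-1:32-Glu-TTC-4 rose 15.8-fold in GSD (1574 ± 160 against 99.8 ± 16.4) and 16.3-fold in OGSD, and in CM cells 3.85-fold (502 ± 89.6 against 130 ± 18.98) and 4.71-fold. tDR-39:72-Asp-GTC-2 rose 7.96-fold in GSD and 7.12-fold in OGSD in CF cells, and reached 147 ± 33.9 and 130 in CM cells. tDR-37:74-Glu-CTC-1-M2 fell from 212 ± 26.6 to a level listed at 0 in CM cells of GSD.

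Most tDRs that changed in Exs under GSD fell, and the 2 with the largest rises in each cell type ended at 35, 36, 75 or 76, except tDR-3:33-Gly-CCC-1-M4, which reached 1378 ± 101 in BeWo. tDR-1:36-Gly-CCC-1 reached 2056 ± 398 in HEK, 806 ± 132 in BeWo, 1291 ± 190 in CF and 1675 ± 134.4 in CM and was listed at 0 in Ctrl. In OGSD it reached 1557 ± 234 in CF and 2230 ± 1057 in CM. tDR-57:75-Pro-AGG-1-M8 reached 2269 ± 68.3 in HEK Exs, tDR-34:75-Ser-GCT-4-M2 1198 ± 198.6 in HEK and 557 ± 286 in BeWo Exs, tDR-35:75-Leu-CAG-2 1547 ± 187 in BeWo Exs, and tDR-1:36-Gly-GCC-1 2699 ± 551 in CF Exs of GSD and 3050 in OGSD. tDR-34:76-Ser-GCT-3 reached 1611 ± 450.7 in CF and 2146 ± 938 in CM Exs, and tDR-1:35-Gly-GCC-1 2699 ± 1063 in CM Exs. Fragments ending at 74 were lost: tDR-34:74-Met-CAT-3 fell from 6332 ± 1041 in HEK Exs, tDR-39:74-Glu-TTC-2 from 10620 ± 1984 in BeWo Exs, tDR-42:74-Ser-GCT-3 from 66990 ± 4159 in CF and 26250 ± 4370 in CM Exs, and tDR-34:74-Met-CAT-1 from 18050 ± 252 and 20260 ± 1786, each to a level listed at 0. The 7SK pseudogene RN7SKP118 (chromosome 16, 67321658 to 67321987) rose from 0.543 ± 0.941 to 264 ± 12.8 in HEK Exs, and RN7SKP286 reached 109.8 ± 16.9 in BeWo Exs from 0. RNA5SP351 fell 11.7-fold in HEK Exs. In CM Exs Gm23130 rose at least 8.07-fold in GSD and at least 26.1-fold in OGSD. In HEK Exs 81 of 81 7SK RNAs rose, with 51 of 59 SNORA and 66 of 82 SNORD RNAs, and 38 of 55 SNORD RNAs rose in CF Exs. 7SK is a multi-copy RNA, and its entries, RN7SKP118 and RN7SKP286 among them, may count the same reads. The 81 entries are therefore not 81 separate RNAs, and whether reads came from the pseudogenes themselves was not tested. The tRNA-Pro share of tDR reads in Exs was 5.79% ± 0.368 in GSD against 34.7% ± 1.96 in Ctrl for BeWo and 5.27% against 28.7% ± 1.88 for CM (exact p 0.1).

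Hypoxia lowered fragments of unprocessed tRNAs in both human lines. The pre-tRNA share of tDR reads was 0.750% ± 0.236 against 7.19% ± 1.81 in HEK cells and 0.264% ± 0.169 against 3.33% ± 2.33 in BeWo cells (exact p 0.1). Of 68 pre-tRNA fragments 41 fell in HEK cells, and of 34 in BeWo cells 18 fell. tDR-T1:T19-Ser-TGA-1-1 went from 572 ± 40.9 in HEK and 213 ± 26.6 in BeWo to levels listed at 0, and so did tDR-L4:T11-Val-AAC-1-4 from 268 ± 101 and 345 ± 142.1. tDR-39:72-Asp-GTC-2-M2 rose to 1792 ± 163 in HEK cells (limma BH adjusted p 2.2e-11) and tDR-38:72-Asp-GTC-2-M2 to 1001 ± 93.8, both listed at 0 in Ctrl. MIR4521 (chromosome 17, 8186945 to 8187004) fell 6.40-fold in HEK cells (86.9 ± 18.2 against 556 ± 107) and 9.18-fold in BeWo cells (37.2 ± 8.88 against 342 ± 38.6). RNY4P10 rose 1.88-fold in BeWo cells. tDR-1:34-Gly-GCC-2-M3 reached 246 ± 124 in BeWo cells. In HEK Exs tDR-39:T1-Glu-TTC-2-2 reached 3020 ± 76.8 and tDR-2:32-Glu-TTC-14-M3 1570 ± 147 from levels listed at 0, tDR-35:74-Leu-CAG-2 fell from 6679 ± 1350 to a level listed at 0, and RN7SL778P fell 71.7-fold (5.79 against 415). The tRNA-Pro share was 40.4% ± 3.11 in HEK Exs of Hypoxia against 17.998% ± 1.46 in Ctrl (exact p 0.1), and 85 of 109 tRNA-Pro fragments rose. In BeWo Exs tDR-1:16-Leu-TAG-2 reached 288 ± 40.5, tDR-L1:32-His-GTG-1 fell from 333 to a level listed at 0, and SNORA20 (chromosome 6, 159780250 to 159780381) fell 2.45-fold. tDR-39:71-Asp-GTC-2-M2 rose in Exs of both lines, to 627 in HEK from a level listed at 0 and 2.31-fold to 681 in BeWo.

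In CM cells OGSD raised tDR-21:74-His-GTG-1 to 1242 ± 729 and tDR-22:73-Cys-GCA-1-M2 to 1208 ± 492.6 from levels listed at 0. In CF cells it raised tDR-2:32-Glu-TTC-4 to 351 and tDR-39:75-Glu-TTC-3-M2 to 306, which GSD raised to 295 ± 32.8 and 315 ± 15.7. AABR07063421.1 rose 5.20-fold in GSD and 5.52-fold in OGSD in CF cells. In CM Exs tDR-1:35-Gly-GCC-1 reached 7609 ± 3178 in OGSD. The CM Exs libraries of OGSD were far apart, with 1479 tDRs listed in OGSD 3 and 613 in OGSD 1, and tDR shares of 16.5% and 9.51%.

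H2O2 lowered nearly all changed tDRs. In HEK cells tDR-L4:T12-Val-AAC-1-4 went from 463 ± 144.2 and in BeWo cells from 267 ± 107 to levels listed at 0. The exceptions included tDR-37:T9-Met-CAT-1-1, which reached 248 ± 65.6 in BeWo cells. RNY4P14 rose 12.8-fold in HEK cells (183 ± 20.6 against 14.3 ± 3.00), and AL928646.1 rose in BeWo cells (3116 ± 389 against 156 ± 64.6). In HEK Exs tDR-1:33-Glu-TTC-14-M3 fell from 8948 ± 2700 to a level listed at 0, RN7SKP160 rose 13.3-fold, and MIR663B (chromosome 2, 132256966 to 132257080) fell 13.3-fold, from 1998 ± 179 to 150 ± 7.97. In BeWo Exs tDR-57:72-Val-AAC-1-M5 fell from 1239 to a level listed at 0, RN7SL116P rose 7.92-fold and RNU11 (chromosome 1, 28648600 to 28648733) fell 7.07-fold, from 2276 ± 244 to 322 ± 41.9. The Gly share of tDR reads in Exs was 38.9% ± 2.26 against 13.5% ± 3.91 in HEK and 19.2% ± 2.40 against 7.26% ± 0.723 in BeWo (exact p 0.1). HEK Exs of H2O2 listed only 38 to 44 tDRs per library, against 417 to 445 in Ctrl. Shares by isotype, class or end in that group therefore rest on few tDRs.

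Most changed tDRs in rat Exs of ReO2 were higher than in Ctrl, where the time in the medium may differ. tDR-1:30-Glu-TTC-2-M2 reached 8699 ± 2133 in CF and 13730 ± 4906 in CM Exs from levels listed at 0, and tDR-2:31-Glu-TTC-4 reached 5479 and 16440. tDR-39:72-Pro-AGG-1-M3 reached 16460 ± 4434 in CM Exs. tDR-1:36-Glu-CTC-1 fell 1.55-fold in CF Exs (8283 ± 1891 against 12860 ± 1933; limma BH adjusted p 0.025) and 4.28-fold in CM Exs (4600 ± 438 against 19670 ± 12940; limma BH adjusted p 0.029). Snord95 rose 6.42-fold in CF Exs and Snord110 8.16-fold in CM Exs. The Pro share was 50.2% ± 3.79 against 29.6% ± 0.706 in CF Exs and 48.9% ± 6.23 against 28.7% ± 1.88 in CM Exs (exact p 0.1). In CM cells tDR-3:32-Gly-CCC-1-M2 reached 203 ± 116 and tDR-12:T2-Glu-TTC-4-1 fell from 137 to a level listed at 0.

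Responses were compared between cell types. In GSD 545 tDRs changed alike in CF and CM Exs of 1416 tested in both, of which 49 rose, where chance gave 4.83 rises and 249 falls. In ReO2 444 rose in both (chance 310). In HEK and BeWo Exs 162 fell and 32 rose in both in GSD (chance 138 and 8.45), 13 and 13 in Hypoxia (chance 4.21 and 9.31), and 172 fell in both in H2O2 (chance 157). In HEK and BeWo cells GSD gave 88 opposite calls, 2 shared falls (chance 1.27) and 0 shared rises in limma, or 34 opposite calls, 2 shared falls and 3 shared rises with libraries scaled to one total, Hypoxia 15 shared falls (chance 0.719) and H2O2 85 (chance 55.4). Between stressors, CF Exs of GSD and OGSD shared 120 rises and 622 falls (chance 10.9 and 266), and CM Exs 575 in all, of which 60 rose (chance 7.87 rises and 129 falls). In 100 simulated draws with the same shared Ctrl libraries and no change, at most 0 calls were shared in either set. Draws without change cannot show how far a shared Ctrl adds to the overlap of real responses. The Spearman correlation of the changes averaged 0.43 in the draws of either set, against 0.985 in CF Exs and 0.814 in CM Exs. Of 67 sums by anticodon and fragment class, 24 fell in Exs of all 4 cell types in GSD. With libraries scaled to one total 17 of 68 fell and 1, Asp-GTC 5′, rose. Among those that fell, Pro-AGG 5′ fragments went from 99560 to 8190 in HEK, 181400 to 2643 in BeWo, 704800 to 37560 in CF and 790300 to 5342 in CM Exs, and Ser-GCT 3′ fragments from 95390 to 9109, 67570 to 7014, 447000 to 20860 and 390400 to 13060.

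The 5′ fragments of 5 anticodons were named beforehand. In Exs of GSD the Glu-CTC sum fell from 362400 ± 98550 to 32260 ± 735 in HEK, 114100 ± 17130 to 36310 ± 5284 in BeWo, 1198000 ± 75070 to 142200 ± 34280 in CF and 1381000 ± 124200 to 92800 ± 30260 in CM. These are log2 changes of −3.46, −1.65, −3.10 and −3.94, and with libraries scaled to one total of −1.98, −1.30, −1.42 and −1.96. Glu-TTC fell in all 4, with log2 changes of −3.51, −1.10, −2.76 and −3.89, or −2.03, −0.75, −1.09 and −1.91 with one total. Gly-GCC fell in HEK (−2.52), CF (−2.04) and CM (−1.55), and in BeWo its log2 change was 0.19 (limma BH adjusted p 0.40). With one total it was called lower in HEK alone (−1.04), rose in BeWo (0.55) and had a log2 change of −0.36 in CF and 0.44 in CM. Gly-CCC fell in HEK (−2.04), CF (−2.83) and CM (−3.19) and rose in BeWo (0.68), and with one total the fall in HEK was not called (−0.56). Asp-GTC rose in HEK (3819 ± 315 against 1203 ± 360), BeWo (4864 ± 292 against 74.6 ± 129) and CF (16680 ± 3729 against 10060 ± 326), with a log2 change of 0.43 in CM (limma BH adjusted p 0.46). With one total it rose in all 4, by 3.19 in HEK, 2.38 in CF and 2.42 in CM on the log2 scale. No fold is given for BeWo, where 2 of the 3 Ctrl libraries were at 0. In HEK cells all 5 sums rose in GSD, all but Gly-GCC with one total, and Asp-GTC rose to 4195 ± 585 in Hypoxia from 1214 ± 398. In CF cells of GSD Asp-GTC rose to 2423 ± 110 from 638 ± 169 and Glu-TTC to 9930 ± 955 from 2189 ± 1443. None of the 5 was called in BeWo cells or Exs of Hypoxia, CF cells of ReO2, or CM cells, but with one total Gly-CCC rose in BeWo Exs of Hypoxia (0.59) and CM cells of OGSD (1.16). H2O2 lowered Glu-CTC in HEK Exs (log2 −6.52) and BeWo Exs (−2.50), and Gly-GCC (−4.39 and −0.77). In ReO2 Glu-TTC was at 265800 ± 43530 against 22050 ± 1041 in Ctrl in CF Exs, and at 530200 ± 174800 against 46440 ± 7488 in CM Exs.

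MIR210 (chromosome 11, 568089 to 568198) rose 8.82-fold in HEK cells of Hypoxia, from 10.4 ± 2.89 to 91.3 ± 3.29 (limma BH adjusted p 1.3e-05). In BeWo cells of Hypoxia it was at 108 ± 44.4 against 65.3 ± 18.5 (limma BH adjusted p 0.27), and in GSD it fell to 31.3 ± 2.48 (limma BH adjusted p 0.017), though with equal summed miRNA its log2 change was 0.04. MIR34A (chromosome 1, 9151668 to 9151777) was at 54.3 ± 11.7 in HEK cells of GSD against 32.3 ± 10.6 (limma BH adjusted p 0.032) and at 16.6 ± 5.13 in BeWo cells of H2O2 against 30.7 ± 6.55 (limma BH adjusted p 0.039). All features moved the same way there, with median log2 changes of 0.72 (0.18 with TMM) in HEK and −1.22 (−0.63 with TMM) in BeWo. No direction apart from this shift is given for MIR34A. In CM cells of Ctrl Mir1b was at 2175 ± 686, Mir133a-2 at 1527 ± 344, Mir499a at 344 ± 146, Mir133b at 282 ± 104.9 and Mir208b at 117 ± 57.4. In ReO2 they were at 1045 ± 487.1, 718 ± 218, 164 ± 27.9, 176 ± 13.7 and 51.8 ± 10.6, and none of them passed the limma threshold in CM cells under any stressor. In CM Exs Mir133a-2 was at 75.8 ± 84.9 in OGSD and 32.7 ± 23.3 in ReO2 against 2.23 ± 3.87 in Ctrl (limma BH adjusted p 0.0051 and 0.026). The OGSD mean rested on OGSD 3, at 174 against 24.1 and 29.6, which stood apart from its group. Without the libraries that stood apart the OGSD call was lost, and with edgeR both calls were lost.

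Lists fixed beforehand were tested in each comparison. Camera with the preset correlation called 125 of 435 list tests in cells and 153 of 387 in Exs, and 3 and 13 held with an estimated correlation. In cells these were pre-tRNA fragments in Hypoxia in HEK (median log2 −5.97; adjusted p 0.015) and BeWo (−5.90; 0.0052), and vault RNA in BeWo cells of Hypoxia, where 3 of 3 fell (−1.23; 0.012). In HEK Exs they were 7SK (adjusted p 0.028), SNORA (0.00096) and SNORD RNAs (0.034) in GSD, 7SL (0.0497; 87 of 120 fell), SNORA and tRNA-Pro in Hypoxia, and 7SK (0.020), SNORA (0.00024) and SNORD RNAs (0.017) in H2O2. In the other Exs they were tRNA-Arg in BeWo of H2O2 (0.019; 24 of 38 fell), SNORD RNAs in CF of GSD (0.016) and OGSD (0.017), and tRNA-Pro in CM of ReO2 (0.018; 191 rose). The remaining calls did not hold. In HEK cells of GSD these included 355 of 788 3′ fragments up (0.93) and tRNA-Phe with 18 of 27 up. In HEK cells of Hypoxia 2 of 3 vault RNAs fell (adjusted p 0.80), and 3 when adjusted over the list alone. The chromosome 19 cluster in BeWo cells of GSD had 28 of 34 members lower, and 34 adjusted over the list alone (median log2 −1.19; camera adjusted p 0.00085, with estimated correlation 0.95), and miR-17 to 92 had 9 of 9 lower. In BeWo Exs of GSD 71 of 72 7SK RNAs rose (0.17). Members of the 7SK and 7SL lists may count the same reads, so these counts and list tests do not stand for that many separate RNAs. In CM cells of ReO2 the muscle miRNAs had a median log2 change of −1.01 (camera adjusted p 0.012, with estimated correlation 0.99), with 0 of 6 called by limma and 1 adjusted over the list alone.

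Other lists are given as the number of up to 12 comparisons in cells and up to 12 in Exs in which camera with the preset correlation called them higher or lower. Lists with too few tested members in a set had fewer comparisons, such as 9 for tRNA-Cys in Exs. With an estimated correlation only those named above held. Among fragment classes, 3′ fragments were higher in 1 and lower in 7 in cells and higher in 1 and lower in 4 in Exs, and 5′ fragments were higher in 3 and lower in 1 in cells and higher in 2 and lower in 9 in Exs. Pre-tRNA fragments were lower in 7 in cells and in 6 in Exs, and other fragments were higher in 1 and lower in 3 in Exs. SNORD RNAs were higher in 6 and lower in 2 in cells and higher in 7 and lower in 3 in Exs, SNORA RNAs were higher in 5 in cells and higher in 8 and lower in 3 in Exs, and SCARNA RNAs were higher in 1 in cells and higher in 7 and lower in 1 in Exs. snRNA was higher in 1 and lower in 2 in cells and higher in 7 in Exs, 7SK higher in 3 and lower in 1 in cells and higher in 4 and lower in 2 in Exs, and 7SL higher in 5 and lower in 1 in cells and higher in 2 and lower in 1 in Exs. rRNA was higher in 3 and lower in 1 in cells and higher in 2 and lower in 2 in Exs, Y RNA higher in 5 and lower in 1 in cells and higher in 2 in Exs, and vault RNA lower in 2 in cells. All miRNA was higher in 1 and lower in 4 in cells and higher in 1 and lower in 1 in Exs. Let-7 was lower in 2, in CF cells of ReO2 and CM cells of GSD, miR-17 to 92 was lower in 2 in cells, and the chromosome 19 cluster was lower in 2 of 3 in BeWo cells. Dlk1-Dio3, the miR-371 and miR-302 families, and fibroblast miRNA were called in 0 by camera, and MIR126, MIR210 and MIR34 had at most 2 members and were not tested as lists.

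The same tally for isotypes, of which none held in cells and only Arg in 1 and Pro in 2 comparisons held in Exs with an estimated correlation, is as follows. Isotypes called higher in cells were tRNA-Asp in 4 comparisons, Glu and Cys in 2 each, and Asn, His, Met, Phe and Val in 1 each. Isotypes called lower in cells were tRNA-Ala, Arg, Cys and Lys in 5 each, Gln, Thr and iMet in 3 each, Gly, Leu, Phe and Pro in 2 each, and Asn, Glu, His, Tyr and Val in 1 each. In Exs those called higher were tRNA-Cys in 4, Pro and His in 3 each, Asn and Glu in 2 each, and Arg, Gln, Gly, Phe, Thr, Tyr and Val in 1 each. Those called lower in Exs were tRNA-Pro in 9, Ser in 6, Arg and Met in 5 each, Asp, Glu and Leu in 4 each, His, Lys and Tyr in 3 each, Asn and Cys in 2 each, and Gln, Phe and Thr in 1 each. Ile, Trp and selenocysteine tRNAs were called in 0 by camera in either compartment.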

Values the study reported

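The study reported that about 70% of extracellular tDRs were from the 5′ side and about 20% came from the 3′ end. The study reported almost 35% of reads on tRNA genes in CM and about 15% in the other cell types, and a rise of the tDR share from about 25% to about 50% in the medium of CF and CM after ReO2. For GSD in HEK it reported 312 tDRs higher and 254 lower in cells, and 1318 higher and 1949 lower outside them. For ReO2 it reported 0 changed tDRs in CF cells and 18 in CM cells.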

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

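Among the tests here, those of exchanged labels, of serum fragments and of other parent tRNAs were written before their result was seen, and those of depth, of size factors, of the listing minimum, of the medium, of release from cells and of other splits of the libraries were chosen only after the result was seen. Each response was compared between cell types and between compartments by an interaction contrast in limma with BH adjustment, and 24 such contrasts found tDRs whose responses differed. Values are the percent of tested tDRs. Between HEK and BeWo cells 73.03% responded differently to GSD, 4.38% to Hypoxia and 10.7% to H2O2. In GSD 718 of these tDRs were higher in HEK relative to BeWo and 16 lower. Between HEK and BeWo Exs 60.7% differed in GSD, 51.2% in Hypoxia and 47.8% in H2O2. Between CF and CM cells 1.74% differed in GSD, 12.2% in OGSD and 0.212% in ReO2, and between CF and CM Exs 6.74%, 11.3% and 12.99%. Between Exs and cells, 53.1%, 38.4% and 50.7% differed in HEK for GSD, Hypoxia and H2O2, and 54.8%, 5.26% and 35.5% in BeWo. For GSD, OGSD and ReO2 the values between Exs and cells were 38.4%, 39.3% and 47.9% in CF, and 15.2%, 24.1% and 12.5% in CM. Between Exs and cells, calls in opposite directions in the separate fits numbered 14, 3 and 0 in HEK and 7, 0 and 0 in BeWo. In CF they numbered 19, 16 and 0, and in CM 2, 12 and 0. The tested tDRs are pooled over the groups compared, so a tDR listed at 0 on 1 side can count as a different response.

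The 3′ fragments of Exs ended at position 75 in medium without glucose and serum. Release of 3′ fragments in the proportions found in the cells was argued against. At most 16.1% of 3′ reads ended at 75 in any cell library of GSD or OGSD, below every Exs library of those groups. A selective release of such ends was not tested, and the cell libraries cannot decide it. Sampling of other parent tRNAs was argued against too, since within isodecoders the lowest median change was 45.5 percentage points. The medium follows the pattern, with at least 31% at 75 in each Exs library of GSD or OGSD and at most 8.3% in the other Exs libraries, but the pattern was found in these same libraries, so this decides nothing. A candidate explanation is that serum nucleases trim the CCA tail by another base in complete medium, but glucose, serum and a response of the cells to starvation change together in this design and cannot be told apart. In BeWo the base medium changed with them.

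Fewer tDRs were found in Exs under GSD in all 4 cell types. At least 93.5% of the tDRs that fell in a cell type were called again with libraries scaled to one total. A tDR listed at 0 stays at 0 with any scaling, so for such tDRs this outcome was fixed in advance. The 5′ sums of Glu-CTC and Glu-TTC fell by less with that scaling. The tDR share of listed reads, which size factors cannot move, was lower in GSD than in Ctrl in all 4 cell types. This argued against the size factors of the authors as the whole cause. With a common floor, set at the highest of the smallest listed values of the libraries, at least 93.3% were called again. This argued against a listing minimum that is the same for all tDRs of a library. The smallest listed number of reads differed between tRNAs of a library, so the floor cannot decide on a higher minimum for some tRNAs. Fragments of tRNA from the serum of the control medium may add to the Ctrl level. If so, profiles of different cell types would be more alike in Ctrl than in GSD, and the correlation was 0.059 higher in Ctrl between HEK and BeWo Exs (0.627 against 0.569) and 0.042 higher between CF and CM Exs (0.901 against 0.859), but the ranges between libraries overlapped, so this stays open beside a lower release by starved cells.

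In BeWo cells fewer tDRs were listed in Ctrl 3 than in the other Ctrl libraries, with 770 and 935, and more in Hypoxia 3, with 790 against 244 and 269. An exchange of the labels of these libraries was argued against by a score of the other RNAs that changed in HEK cells of Hypoxia, which was 0.89 higher in Hypoxia 3 than in Ctrl 3, each near its own group. A difference in depth was argued against, since it moves the reads of all RNAs of a library alike, and those of 705 RNAs other than tDRs, with at least 50 reads in each of the 6 Ctrl and Hypoxia libraries, went the other way, with a median ratio to the other replicates of 1.37 in Ctrl 3 (quartiles 1.18 and 1.55) and 0.62 in Hypoxia 3 (quartiles 0.55 and 0.76). The design names no biological difference between replicates, and none was tested.

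Splits of the 6 libraries of each stressor comparison number 10 with the real one included, too few for a share under 0.05. In HEK cells the real split gave 458, 81 and 384 tDRs for GSD, Hypoxia and H2O2, and the highest other split 17, 31 and 11. In HEK Exs the real split gave 488, 461 and 406 and the highest other 2, 4 and 0, and in BeWo Exs 423, 73 and 322 against 0, 9 and 1. In BeWo cells it gave 24.7% and 16.7% of tested tDRs for GSD and H2O2 against 0.115% and 0.115%. In CF cells it gave 56 and 54 for GSD and OGSD against 17 and 1, in CF Exs 754, 766 and 994 against 1, 1 and 7, in CM cells 261 for OGSD against 54, and in CM Exs 649, 870 and 553 against 1, 5 and 8. In each of these comparisons 1 of the 10 splits, the real one, gave as many. In BeWo cells of Hypoxia 2 of 10 splits gave at least the real 27, and another gave 590. In CF cells of ReO2 the real split gave 0, which every split reaches, and the highest other gave 54.2% of tested tDRs. In CM cells of GSD 3 gave at least the real 11 and the highest other 150, and in CM cells of ReO2 4 gave at least the real 8 and the highest other 18. Splits with far more calls than the real one, in BeWo cells of Hypoxia, CF cells of ReO2 and CM cells of GSD, point to a structure of these libraries beyond their group. For Exs against cells 1 of 100 splits, the real one, gave as many in each cell type, the smallest share that 100 splits can give. The real numbers were 1370, 839, 1801 and 2899 and the highest others 458, 732, 1658 and 2218. In BeWo and CF the highest other split thus came near the real number.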

How the results depend on the processing

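The common floor, the fits without libraries that stood apart, the one-total and block fits of the response differences, the one-total fits of the 5 sums by anticodon and the tDR shares without 1 library were chosen only after the data had been seen. Changed tDRs are given as a percent of those tested in the reported fit. Where a value moved and no reason is given, the cause was not tested. Total counts not mentioned stayed within 1.5 times of the reported number, which was not asked of those that rose or fell taken singly, of miRNAs or other RNAs per comparison, or of isotype shares, and shares of tRNA and fragment classes and R2 values not mentioned stayed on the same side of the threshold.

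With edgeR 13.7% changed in HEK cells of GSD, 24.7% in H2O2, 36.9% in HEK Exs of Hypoxia, 5.18%, 1.38% and 7.14% in BeWo cells of GSD, Hypoxia and H2O2, 4.39% in BeWo Exs of Hypoxia, 4.65% in CF cells of GSD, 42.1% in CF Exs of ReO2, 0.223% and 0.111% in CM cells of GSD and ReO2, and 14.6% in CM Exs of ReO2. With DESeq2 it was 9.74% and 17.6% in HEK cells of GSD and Hypoxia, 57.8%, 1.96% and 44.5% in BeWo cells of GSD, Hypoxia and H2O2, 13.7% and 4.03% in CF cells of OGSD and ReO2, and 3.12%, 20.5% and 3.64% in CM cells of GSD, OGSD and ReO2.

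With a mean of at least 50, where fewer features were tested, 20.6% changed in HEK cells of GSD, 1.84% in BeWo cells of Hypoxia, 3.40% and 3.40% in CF cells of GSD and OGSD, and 0.26%, 5.09% and 0.111% in CM cells of GSD, OGSD and ReO2. Without a filter 8.07% changed in BeWo Exs of Hypoxia and 0.126% in CF cells of ReO2. In HEK cells of GSD TMM gave 22.8% and equal summed miRNA 20.8%, and equal summed miRNA gave 0.126% in CF cells of ReO2. Scaling to one total gave 19.6% in HEK cells of H2O2 and 19.5% in BeWo Exs of Hypoxia. A common floor gave 0.223% and 0.111% in CM cells of GSD and ReO2, and a minimum log2 change of 1 gave 7.72% in BeWo Exs of Hypoxia. Fits of 6 libraries, with fewer samples, gave 13.8% and 18.6% in HEK cells of GSD and H2O2, 7.72% in BeWo Exs of Hypoxia, and 0.0% and 0.0% in CM cells of GSD and ReO2. Without the libraries that stood apart it was 28.1% and 16.8% in HEK cells of GSD and Hypoxia, 75.5%, 67.4% and 71.3% in BeWo cells of GSD, Hypoxia and H2O2, and 46.2%, 45.5% and 19.4% in CF cells of GSD, OGSD and ReO2.

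Leaving out 1 library at a time gave 20.06 to 46.2% in HEK cells of GSD, 7.69 to 18.8% in Hypoxia and 18.9 to 56.6% in H2O2, 12.4 to 70.97% in BeWo cells of GSD, 2.304 to 9.33% in Hypoxia and 13.7 to 57.6% in H2O2, 7.54 to 14.7% in BeWo Exs of Hypoxia, 5.79 to 20.3% in CF cells of GSD, 6.04 to 14.7% in OGSD and 0.0 to 0.252% in ReO2, and 0.334 to 2.08% in CM cells of GSD, 7.73 to 27.01% in OGSD and 0.297 to 3.01% in ReO2. The libraries that decide these ranges are named in the results. For shares and R2 a whole replicate number was left out at a time, which takes 1 library from each group. The difference in tRNA share in HEK then ran from 1.11 to 1.15 percentage points and that in pre-tRNA share from −2.30 to −1.66. R2 ran from 0.587 to 0.792 for tDRs in BeWo cells, 0.566 to 0.785 for tDRs and 0.566 to 0.733 for miRNAs in CF cells, 0.976 to 0.992 for miRNAs in CF Exs and 0.625 to 0.855 for miRNAs in CM Exs. Each of these 7 values lost the threshold in at least 1 of these smaller fits.

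Changed miRNAs numbered 331 over the comparisons in cells, and 148 with libraries scaled to one total, 156 with TMM, 112 with equal summed miRNA, 131 with a minimum log2 change of 1 and 112 with edgeR. In Exs they numbered 73, and 186 without a filter, 25 with a mean of at least 50, 111 with one total and 48 with edgeR. Other RNAs numbered 2115 in cells and 677 with a minimum log2 change of 1, and 3459 in Exs and 2282 with a mean of at least 50. Between Exs and cells 1106 tDRs differed in CF with control groups only, which holds fewer samples. The 387 that were lower in BeWo Exs became 587 with libraries scaled to one total, 670 with control groups only, 673 without replicate 3 and 674 without the libraries that stood apart.

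For other fragments the mean of shares per isodecoder reversed the difference in HEK (4.13) and BeWo (18.6), and for pre-tRNA fragments in BeWo (−6.47), CF (−1.90) and CM (−1.01). With the replicate block the pre-tRNA difference in HEK stayed at −1.91 with a permutation p of 0.05. The tRNA share in CM passed the threshold with the total of tRNA and miRNA (4.13). With 5′ fragments left out the difference in isotype share reversed for Asn (2.001), Gly (−3.03), Leu (3.22), Phe (0.079) and Pro (−2.75) in HEK, Gly (−0.974) and Pro (−4.97) in BeWo, Asn (2.07) and Pro (−4.33) in CF, and Gly (−0.122), Pro (−1.996) and Val (2.47) in CM. It was no longer called for Gly in CF (0.066) and became called for Val in CF (3.11). With 1 replicate number left out, isotype calls were lost in 3 fits for Asn, 3 for Leu, 2 for Phe, 3 for selenocysteine and 1 for Met, and gained in 1 for Cys and 1 for Val. For tDRs in CF cells R2 was 0.366 with Euclidean distance (permutation p 0.14) and 0.481 with matched features (permutation p 0.05), so the separation was lost. Matched features could not be had for tDRs in HEK, CF and CM Exs, nor a mean of at least 50 for miRNA in CF and CM Exs. Shared changes of HEK and BeWo cells with one total numbered 5 in GSD and 45 in H2O2, and those of their Exs in Hypoxia 14 with a minimum log2 change of 1. List calls numbered 3 in cells and 13 in Exs with an estimated correlation, and 285 in Exs with fry. The ReO2 response differed between CF and CM for 0.127% of tested tDRs in cells and 6.74% in Exs with libraries scaled to one total, and for 0.127% in cells with the block.

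Of 277 named values 1 reversed, MIR210 in BeWo cells of GSD with equal summed miRNA (log2 0.04). EdgeR put 31 under the threshold, DESeq2 9, fits of 6 libraries 23, equal summed miRNA 10 and leaving out the libraries that stood apart 7. Leaving out 1 library or replicate number put a value under the threshold 77 times and left the verdict the same 1462 times. Replicate numbers did not pair the libraries: in 0 of 24 pairs of groups did each library correlate above 0.1 with its number. With the number as a block 81 and 277 tDRs changed in HEK cells of Hypoxia and H2O2, and 163, 18 and 131 in BeWo cells of GSD, Hypoxia and H2O2.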

Other observations

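The comparisons of this part were all chosen only after values had been seen, except those of the isotype and class shares and the DESeq2 counts. Abundant rat RNAs of Exs other than tDRs also followed the medium. AABR07052199.1 in CF Exs was at 399200 ± 43680 in Ctrl and 14020 ± 1391 in GSD (28.5-fold lower), and at 387700 ± 71600 in ReO2. In CM Exs it was at 811900 ± 50150 and 12980 ± 3644 (62.5-fold lower), and at 545000 ± 88400 in ReO2. 5S_rRNA was 5.17-fold lower in CF Exs of GSD and 9.27-fold lower in CM Exs. U2 was 8.82-fold higher in CF Exs of GSD and 1.90-fold higher in CM Exs, and RNU2-2P 10.2-fold higher in HEK Exs and 4.36-fold higher in BeWo Exs. RNA5S1 was 2.62-fold lower in HEK Exs of GSD. Each of these GSD groups differed from Ctrl with an exact p of 0.1, the smallest possible. These values use the size factors of the authors. With libraries scaled to one total, the median log2 change of RNAs other than tDRs in Exs of GSD rose from 0.24 to 1.68 in HEK. It rose from 1.06 to 2.72 in CF and from 1.07 to 2.98 in CM. The falls would be smaller with that scaling, and no direction is given for RNA5S1.

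Asp fragments took a larger share of tDR reads in Exs of GSD than of Ctrl in all 4 cell types, with 5.06% against 4.00% in HEK, 7.97% against 3.65% in BeWo, 8.30% against 1.89% in CF and 8.31% against 1.52% in CM. In HEK Exs of GSD the His share was 8.42% against 1.10%, the Gln share 5.91% against 0.474% and the Phe share 2.23% against 0.139%. In HEK Exs the Glu share was 40.9% ± 4.42 in Ctrl, 27.0% in GSD, 22.1% in Hypoxia and 22.4% in H2O2. In BeWo cells of GSD the 5′ share was 34.02% ± 20.03 against 9.65% ± 7.05.

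OGSD 3 of CM Exs held 16.5% tDR reads against 9.51% and 6.09% in the other libraries of its group, a 5′ share of 30.9% against 60.3% and 65.1%, Mir133a-2 at 174 against 24.1 and 29.6, and Mir1b at 109 against 9.36 and 8.64.

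The tDR share in CM Exs of Ctrl was 16.3% of listed reads. That is lower than the share given in the study, whose total is of sequencing reads. In cells it was 20.5% ± 12.8 in CM of Ctrl, with 34.9% in Ctrl 1 and a mean of 13.3% without it, and 0.705%, 0.972% and 2.92% in HEK, BeWo and CF, the last at 1.73% without Ctrl 3. These means are lower than in the study, with other totals behind them. In GSD of HEK DESeq2 on the recovered reads gave 75 tDRs higher and 25 lower in cells, and 104 and 344 in Exs. These numbers are lower than in the study, whose tDRs in Exs outnumber those in the tables, so the sets of features are unlike. In ReO2 DESeq2 gave 32 changed tDRs in CF cells and 98 in CM cells, and limma gave 0, with 11 at an unadjusted p under 0.05, and 8. The DESeq2 numbers are higher than in the study.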
